A study of Drosophila melanogaster with 2 samples. Its data were reported in "Chromatin remodeling during in vivo neural stem cells differentiating to neurons in early Drosophila embryos" (2016).

How the data were processed

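Nuclear RNA was sequenced from 2 libraries of Drosophila melanogaster embryos, 1 from neural stem cells (NSCs) and 1 from neurons. Nuclei were purified by INTACT, in which nuclei of a chosen cell type carry a tag on their envelope and are pulled out of a whole-embryo homogenate with antibody-coated beads. The tag joined a triple FLAG epitope, a biotin ligase recognition peptide, mCherry and RanGap, and was switched on by the yeast activator GAL4. In the NSC library GAL4 followed the scabrous (sca) driver and the embryos were labelled as 5 to 7 h old. In the neuron library it followed the elav driver and the embryos were labelled as 12 to 14 h old. The labels also describe a 2 h collection with 3 or 10 further hours of development, which does not add up to those ages, and the stated ages were used. The labels describe cross-linked embryos whereas the study's methods state that RNA came from embryos without crosslinking, and this was left open.

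The authors removed genomic DNA from the RNA with DNase, sequenced on the Illumina HiSeq 2000, aligned reads with TopHat 1.3.1 to FlyBase release 5.43 transcripts, and passed uniquely mapped reads to Cuffdiff 1.3.0. The deposited values are FPKM made by the authors (fragments per kilobase of transcript per 1000000 mapped fragments), with 1 value per gene and library. Read length, strandedness, total read number and any filter on genes were not stated. The deposited table repeated its header line before each of the 13623 gene rows; these lines were removed, and each remaining value was a number of 0 or more.

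Groups were taken from the sample labels, and each FPKM column was matched to the only sample of that name. With 1 library per group there was no replicate, so the differences below have no replicate check, no p-value was computed across genes, and cell type, embryo age and driver line differed together between the libraries. FPKM are not counts, so no count model was used. The change of a gene was log2((neuron FPKM + 1)/(NSC FPKM + 1)), which understates the change of low genes. Genes with FPKM of at least 1 in at least 1 library were compared (10158 genes), and a log2 change of 1 or more in size was counted as 2-fold. A gene was called detected at FPKM of at least 1.

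Depth was estimated from the low FPKM values, which move in steps of whole fragments. The most frequent neuron to NSC ratio among 1133 genes below 0.5 FPKM in both libraries was 0.939, found at 48 genes, and puts the neuron library at 1.06 times the depth of the NSC library. Of 227 genes below 0.1 FPKM in both, 69.2% had ratios that were this step times a ratio of whole numbers up to 10, compared with at most 2.20% for the other steps tried. Multiplying FPKM by exonic length less 200 bp gave steps with a periodicity strength (0 to 1) of 0.795 in the NSC library and 0.813 in the neuron library, compared with 0.237 and 0.263 without the subtraction. These steps correspond to about 65.6 M mapped fragments in the NSC library and 69.7 M in the neuron library (M, 1000000). These are estimates, since exonic lengths came from another annotation than the one the authors used. A transcript of 2000 bp at 1 FPKM then rests on about 118 fragments in the NSC library and 125 in the neuron library, a counting error of 9.20% and 8.93%, which leaves out variation between preparations. Dividing by a length shortened by 200 bp raises the FPKM of very short genes; 4.17% of the genes with a length had fewer than 500 bp of exons.

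Gene lengths, spans, chromosome arms and FlyBase identifiers came from the Ensembl release 115 annotation of BDGP6. This is another assembly than the one of the authors' annotation, so no coordinates are given. Of the 13623 symbols, 11036 matched directly, 2429 through a synonym and 158 not at all; 99.2% of the matched genes were protein-coding.

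A total of 18 gene lists were written from general knowledge before the data were examined, as were the thresholds, the rule for naming genes and most alternatives. The cilium and phototransduction lists were prompted by gene groups the study shows and are not independent of it. Other lists hold genes the study shows as examples (sca, elav, Syn and bchs) or cover groups it reports as changed, such as cell cycle genes. Those lists are not fully independent of the study either. A first look at the lists left several members unmatched, so matching through RefSeq synonyms was added after list values had been seen. For each list the median log2 change was ranked among the medians of 10000 random lists of equal size, matched on mean log2(FPKM + 1) in 20 bins. A percentile above 97.5 or below 2.5 was taken as standing apart. This describes these 2 libraries and is not a test between conditions. List levels within a library were ranked in the same way among random lists drawn from all genes. The text names sca and elav, members of each list with the highest or lowest change (at most 5), the 10 largest rises and falls, the 10 highest FPKM in each library, and RanGap and white (w), which the transgenes may carry. The roX and mitochondrially encoded genes were to be named too and are not analysed here.

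Alternatives were pseudocounts of 0.1 and 5, scaling to a median log2 ratio of 0, to the same upper quartile or to a sum of 1000000 (TPM), other filters on low values, detection at 0.1 or 5 FPKM, and other ways to draw random lists. Matching on gene span, a minimum exonic length of 500 bp and list matching by table name only were added after the data were examined. The calculations were tested on simulated data made for 13465 genes with 200 genes changed 4-fold: 100% of the 200 changed genes passed the 2-fold threshold, as did 3 of the other genes among the 9367 compared. Of 100 random lists of 25 unchanged genes, 3% fell outside the percentile limits. The simulation had counting noise only, and the changed genes all had a mean above 5 FPKM. Its list genes varied independently of each other. It therefore checks the calculations and gives no rate of false calls for real libraries, low genes or lists of genes that change together. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.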

Results

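Nuclear RNA-seq of 2 libraries, 1 from affinity-purified NSC nuclei and 1 from affinity-purified neuronal nuclei, gave FPKM values for 13623 genes. The values summed to 805334 FPKM in the NSC library and 669144 FPKM in the neuron library. From the steps of the low values the depth was estimated at about 65.6 M mapped fragments for NSCs and 69.7 M for neurons (M, 1000000). There was 1 library per group, so the differences below are between these libraries and have no replicate check. Embryo age (5 to 7 h against 12 to 14 h) and driver line changed together with cell type.

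The first question was how the expression profiles of the libraries compare. The median gene had 5.28 FPKM in the NSC library and 8.76 FPKM in the neuron library, whereas the upper quartiles were nearly equal at 29.3 and 29.7 FPKM. At FPKM of at least 1, 8957 genes (65.7%) were detected in NSCs and 9845 genes (72.3%) in neurons. Of these, 313 were detected in the NSC library alone and 1201 in the neuron library alone. Detection at 0.1 FPKM gave 11309 and 11949 genes. A value of 0 was listed for 1617 genes in NSCs and 722 genes in neurons, including 602 genes at 0 in both. Across the 10158 genes compared, Spearman's correlation between the libraries was 0.773; genes are not independent replicates, so no p-value is given. Without the filter on low values it was 0.887.

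The genes with the highest FPKM were largely the same in both libraries and mostly encoded ribosomal proteins. RpL41 was highest in each, with 31296 FPKM in NSCs and 16624 FPKM in neurons, followed by RpS29 with 12513 and 6162 FPKM. The only other kind of gene among the 10 highest of either library was Ef1alpha48D, a translation elongation factor, with 7756 FPKM in NSCs and 5203 FPKM in neurons. FPKM of very short genes such as RpL41 is raised by the shortened length used in its calculation. The 91 ribosomal protein genes made up 41.6% of summed FPKM in the NSC library and 36.4% in the neuron library. Their median log2 change was -0.38, and 78 were lower in neurons. TPM scaling raises the neuron to NSC ratio of FPKM by 0.27 (log2) for every gene before the pseudocount is added. With the pseudocount the log2 changes moved by unequal amounts. Under this scaling 57 of the 91 genes were lower in neurons, and the median of the 91 was -0.11.

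Next, genes that changed between NSCs and neurons were counted. Of 10158 genes, 2735 (26.9%) were at least 2-fold higher in neurons and 1684 (16.6%) were at least 2-fold lower, while 5739 stayed within 2-fold. There were 1.62 genes higher for each gene lower. The median log2 ratio of the 8644 genes with FPKM of at least 1 in both libraries was -0.0034, so centring on these genes left the counts nearly as they were (2741 higher and 1674 lower). The number of higher genes moved most with a pseudocount of 5, to 1631, with 1199 lower (1.36 to 1). Among genes with FPKM of at least 1 in both libraries there were 1907 higher and 1540 lower (1.24 to 1), and with FPKM of at least 5 in at least 1 library 2159 and 1556 (1.39 to 1). TPM scaling gave 3430 higher and 1195 lower genes and raised the share of higher genes among the changed ones from 61.9% to 74.2%. Of the changed genes, 2608 of the higher and 1613 of the lower had at least 100 estimated fragments in at least 1 library.

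**Figure D1:**
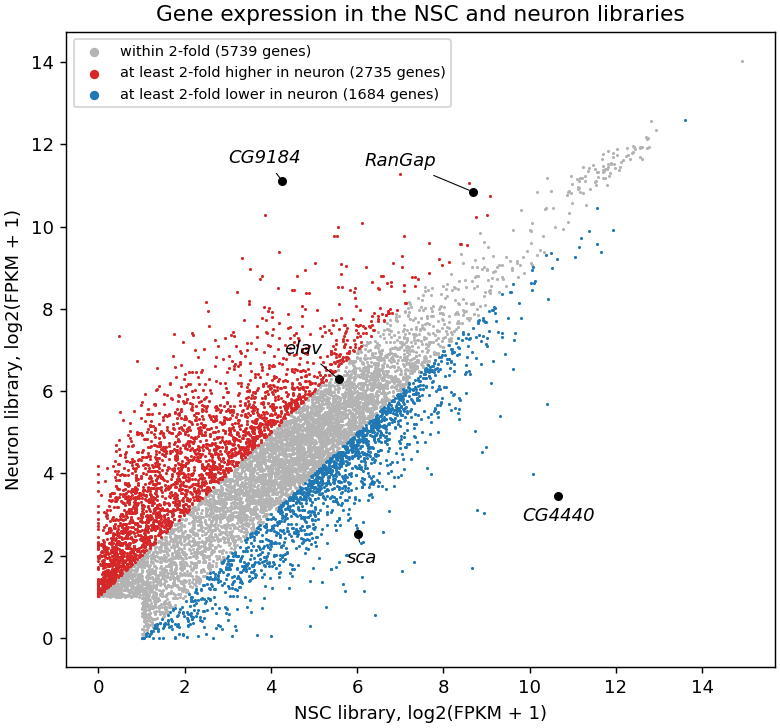
Expression of each of the 10158 genes compared, as log2(FPKM + 1) in the NSC library (horizontal axis) and in the neuron library (vertical axis), with 1 library per axis. Points are genes; 2735 lie at least 2-fold higher in neurons and 1684 at least 2-fold lower, and black points mark named genes.

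The genes whose promoters drove the tag were then examined. The NSC marker sca (FBgn0003326, arm 2R) fell from 63.96 FPKM in NSCs to 4.72 FPKM in neurons, a log2 change of -3.51. The alternatives placed it between -3.73 and -2.83. The neuronal marker elav (FBgn0260400, arm X) was 46.5 FPKM in NSCs and 77.0 FPKM in neurons, a log2 change of 0.72 that did not reach 2-fold. TPM scaling brought it to 0.98, also under 2-fold. By rank, elav was at percentile 82.7 of all genes in the NSC library and at percentile 91.2 in the neuron library. RanGap (FBgn0003346, arm 2L), part of which the tag carries, was 409 FPKM in NSCs and 1840 FPKM in neurons, a log2 change of 2.17. The FPKM of RanGap can include tag transcripts. The eye colour gene w (FBgn0003996, arm X), which marks many transgenes, had 130 FPKM in NSCs and 146 FPKM in neurons, a log2 change of 0.16.

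The largest rise was that of Ugt37c1, a glycosyltransferase gene, from 0.397 FPKM in NSCs to 161 FPKM in neurons (log2 change 6.85). It was followed by CG9184, from 18.2 to 2205 FPKM (6.84), CG10591, from 13.5 to 1241 FPKM (6.42), CG5080, from 9.06 to 605 FPKM (5.91), and spz6, from 0.868 to 104 FPKM (5.82). The nuclear receptor gene Hr4 rose from 4.62 to 284 FPKM (5.66) and the zinc finger gene Kr-h1 from 2.36 to 165 FPKM (5.63). CG14110, Neurochondrin and CG6118 completed the 10 largest rises, with log2 changes of 5.46, 5.41 and 5.23. The lowest of these in the NSC library rested on about 40.1 estimated fragments there.

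The largest fall was that of CG4440, from 1622 FPKM in NSCs to 9.92 FPKM in neurons (log2 change -7.22), followed by CG10035, from 407 to 2.23 FPKM (-6.98). Brd, a Bearded family gene of the Notch pathway, fell from 1081 to 14.8 FPKM (-6.10), and its relative BobA from 491 to 7.22 FPKM (-5.90). BobA belongs to a cluster of near-identical copies, and its values are uncertain because only uniquely mapped reads were used. The proneural gene l(1)sc fell from 130 to 2.11 FPKM (-5.40). CG31253, CG13465, CG15480, CG42762 and CG13427 had log2 changes of -5.86, -5.66, -5.48, -5.02 and -4.72. The lowest of the 10 in the neuron library rested on about 33.1 estimated fragments. Each of these 20 genes kept its direction and stayed past 2-fold under the pseudocount and scaling alternatives.

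To compare gene groups related to stem cells, neurons and other tissues, the 18 lists were examined. Genes of synaptic vesicle release had a median log2 change of 2.05 over 28 genes, at the 100th percentile of matched random lists, and 21 of them were at least 2-fold higher in neurons. The highest was cac, from 2.19 to 30.6 FPKM (3.31), whereas Csp fell from 186 to 84.7 FPKM (-1.13); under TPM scaling Csp no longer reached 2-fold. Genes of axon guidance and neural adhesion had a median of 1.18 over 39 genes (100th percentile), with Sema-2b rising from 1.27 to 42.3 FPKM. Pan-neuronal RNA-binding and cytoskeletal genes had a median of 1.36 over 17 genes (percentile 99.99), led by fne, which rose from 10.3 to 276 FPKM (4.61). Genes of neurotransmitter synthesis, transport and receptors had a median of 1.49 over 31 genes (percentile 99.8). This list did not stand apart when genes below 5 FPKM in both libraries were left out (percentile 61.3) or when random lists were matched on NSC expression (percentile 93.7). Ion channel genes had a median of 1.09 over 26 genes, at percentile 92.3. The median of their matched random lists was 0.64.

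Lists of progenitor functions moved the other way, as did lists of early patterning and of germline and maternal genes. Genes of the cell cycle and DNA replication had a median log2 change of -2.24 over 39 genes, below all 10000 random lists (percentile 0), and 36 were at least 2-fold lower in neurons. The lowest was ial, from 129 to 14.5 FPKM (-3.07). The smallest fall was that of Bub1, from 17.9 to 12.4 FPKM (-0.49), so no gene of this list was higher in neurons. Notch pathway and E(spl) genes had a median of -1.39 over 21 genes (percentile 0), although fng rose from 3.05 to 40.0 FPKM (3.34). Neuroblast and proneural factors had a median of -0.80 over 26 genes (percentile 0.29), and 11 were at least 2-fold lower. In this list ac fell from 49.9 to 1.49 FPKM (-4.35), whereas cas rose from 24.1 to 150 FPKM (2.58). Segmentation and early patterning genes had a median of -0.96 over 26 genes (percentile 0.010), and germline and maternal genes had a median of -1.35 over 24 genes (percentile 0). Embryo age differed and carry-over into the NSC library was not tested, so the fall of the segmentation and germline lists is not shown to belong to stem cells.

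Among lists of other tissues, hemocyte and fat body genes had a median log2 change of 2.87 over the 15 of 22 listed genes that passed the filter on low values (100th percentile) and of 0.75 over all 22 genes without the filter (percentile 99.99), led by proPO-A1 from 3.59 to 165 FPKM (5.17). Tracheal genes had a median of 2.32 over 22 genes and muscle genes a median of 1.92 over 31 genes, both at the 100th percentile. Osi6 of the tracheal list rose from 42.9 to 870 FPKM (4.31), while btl fell from 16.5 to 5.72 FPKM (-1.38). TpnC73F of the muscle list rose from 48.4 to 460 FPKM (3.22). Glial genes had a median of 0.86 over 23 genes (percentile 98.1), with repo rising from 1.47 to 24.6 FPKM (3.38); with a pseudocount of 0.1 their percentile was 96.9. Sensory cilium genes had a median of 1.17 over 24 genes (percentile 97.3), just inside the limit, and fell to percentile 36.6 among genes with FPKM of at least 1 in both libraries. Epidermis and cuticle genes (0.68 over 28 genes, percentile 84.3), phototransduction genes (0.79 over 15 genes, percentile 65.6) and gut genes (-0.16 over 21 genes, percentile 22.1) did not stand apart. The epidermis and cuticle list was mixed, with 12 genes at least 2-fold higher and 5 lower. In it sha rose from 0.42 to 43.7 FPKM (4.98) and Cpr47Eg fell from 158 to 33.5 FPKM (-2.21). With FPKM of at least 5 in at least 1 library its percentile was 96.9, near the limit. The gut median was 0.07 under TPM scaling.

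**Figure D2:**
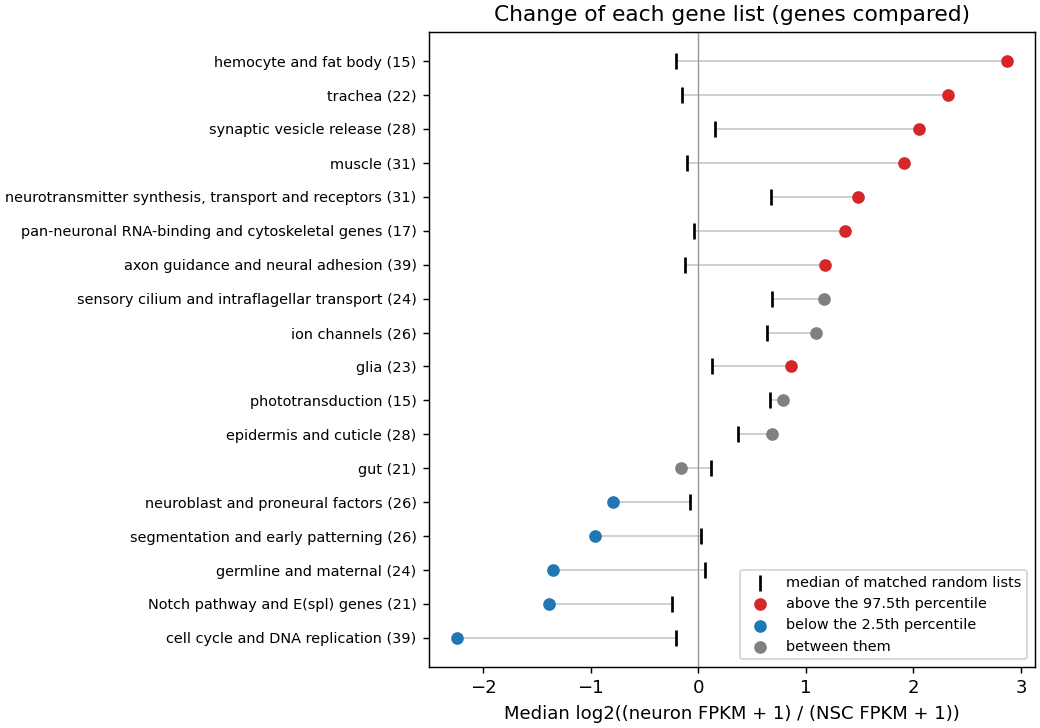
Median log2((neuron FPKM + 1)/(NSC FPKM + 1)) of each of the 18 gene lists (circles), with the median of 10000 random lists matched on mean expression (black ticks) and the number of genes compared in parentheses. Red and blue circles stand apart upward and downward from the random lists by the percentile limits; cell cycle genes are lowest at -2.24. Hemocyte and fat body genes, at 2.87, are at 0.75 without the filter on low values.

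Levels within each library were then examined by ranking the median of each list among random lists, and the lists were not tested against each other. In the NSC library the median of Notch pathway genes was 114.6 FPKM, of cell cycle genes 105 FPKM and of neuroblast and proneural factors 45.3 FPKM, each at the 100th percentile of random lists from all genes. Germline and maternal genes had 31.1 FPKM (percentile 99.8), muscle genes 29.95 FPKM (percentile 99.9), axon guidance genes 27.5 FPKM (percentile 99.96) and segmentation genes 26.04 FPKM (percentile 99.5). Tracheal genes had 16.5 FPKM (percentile 93.6). Synaptic vesicle release genes had 3.72 FPKM (percentile 33.97) and neurotransmitter genes 0.841 FPKM (percentile 1.62).

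In the neuron library the median of synaptic vesicle release genes was 36.3 FPKM, of axon guidance genes 65.1 FPKM and of pan-neuronal genes 50.6 FPKM, at percentiles 100, 100 and 99.99. Tracheal genes (83.8 FPKM), muscle genes (70.5 FPKM) and hemocyte and fat body genes (69.8 FPKM) were each at the 100th percentile too, with medians above that of the synaptic list. Glial genes had 24.6 FPKM (percentile 98.5). Neurotransmitter genes had 5.05 FPKM (percentile 19.98), ion channel genes 7.77 FPKM (percentile 42.8) and phototransduction genes 1.09 FPKM (percentile 0.66). Of the lists highest in NSCs, Notch pathway genes had 39.96 FPKM (percentile 99.96), cell cycle genes 22.8 FPKM (percentile 99.5) and neuroblast and proneural factors 16.6 FPKM (percentile 90.99) in neurons. Lists hold genes of different kinds, so a higher median does not rank the tissues by their share of nuclei.

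Finally, the change was compared between genes of different length, since nuclear RNA holds unspliced transcripts. Among genes in the shortest quintile by span (up to 1277 bp), 345 were at least 2-fold higher and 511 at least 2-fold lower in neurons. In the longest quintile (8391 bp or more), 916 were higher and 102 lower, and the median log2 change was 0.82. Across genes, Spearman's correlation of the log2 change was 0.268 with span and 0.193 with exonic length. Within quintiles of exonic length the correlation with span lay between 0.078 and 0.362. Within quintiles of span the correlation with exonic length lay between -0.210 and 0.053.

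**Figure D3:**
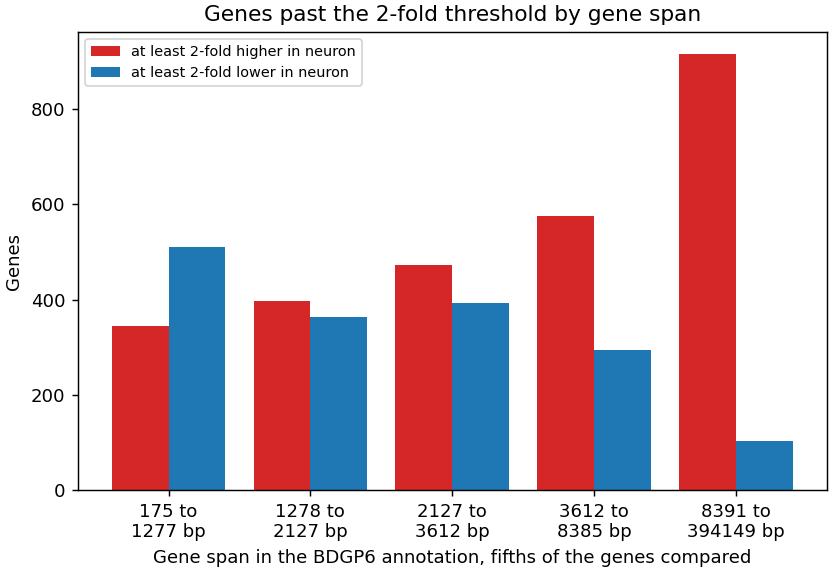
Number of genes at least 2-fold higher (red) and at least 2-fold lower (blue) in the neuron library, in quintiles of the genes compared by gene span in bp. Lower genes outnumber higher genes in the shortest quintile (511 and 345), and higher genes outnumber lower genes in the longest quintile (916 and 102).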

Values the study reported

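The study reported 2131 differentially expressed genes in neuronal cells relative to NSCs, with 1699 upregulated and 432 downregulated. It reported a purity of 98±2% for the isolated neuronal nuclei and 90±3% for the isolated NSC nuclei, scored by counting nuclei. With tissue lists from an in situ hybridization database, it also reported neuronal genes as significantly higher than genes of other tissues in neuronal nuclei. The lists used here were not taken from that database, and their levels were not tested against each other, so they do not repeat that comparison.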

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

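The log2 change of sca (-3.73 to -2.83) and of elav (0.67 to 0.98), the number of genes at least 2-fold lower (1195 to 1922) and the numbers of detected genes at 0.1 or 5 FPKM (6903 to 11309 in NSCs, 7797 to 11949 in neurons) kept their direction and side of the threshold, or stayed within 1.5 times the reported count, under each alternative run for them. The number of genes at least 2-fold higher ranged from 1631 to 3430; the lowest came with a pseudocount of 5, which pulls the change of low genes toward 0. Removing the filter on low values changed neither count by construction, since a gene below 1 FPKM in both libraries cannot reach 2-fold with a pseudocount of 1. TPM scaling gave 74.2% higher genes among the changed ones, compared with 61.9% as deposited. Spearman's correlation across genes was 0.887 with no filter, 0.656 with FPKM of at least 5 in at least 1 library and 0.710 with FPKM of at least 1 in both; a narrower range of expression lowers it by construction.

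Of the 18 lists, the cell cycle, Notch, germline, segmentation, synaptic, axon guidance, pan-neuronal, muscle, tracheal and hemocyte lists stood apart under each alternative, and the epidermis, gut and phototransduction lists under none. Below, reversed means moved to the other side of percentile 50. Glia fell to percentile 96.9 with a pseudocount of 0.1. Neurotransmitter genes fell to 61.3 with FPKM of at least 5 in at least 1 library and to 93.7 when matched on NSC expression, where neuroblast factors were at 2.70 and phototransduction, still within the limits, reversed to 17.8. Ion channels rose to 100 and 98.8 under the filters at 5 FPKM and at 1 FPKM in both, and to 99.8 without matching. Sensory cilium genes, at 97.3 by the main setting, passed the limit with a pseudocount of 0.1 (98.3), median scaling (97.54), upper quartile scaling (97.56), no filter (99.1), 10 bins (97.55) and no matching (99.9), but reversed to 48.0 and 36.6 under the same filters at 5 FPKM and at 1 FPKM in both. Matching on gene span, added after the data were examined, lowered glia to 90.8 and neurotransmitter genes to 91.03 and reversed ion channels to 13.95 and phototransduction to 28.8, both within the limits. A minimum exonic length of 500 bp and list matching by table name only, also added later, changed no list's call. For the other changes the cause was not tested.

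With list and random genes limited to FPKM of at least 1 in at least 1 library, list levels in NSCs reversed for glia (27.3), gut (23.7) and pan-neuronal genes (29.5), weakened for germline (97.1) and segmentation genes (93.1), and passed the lower limit for epidermis (0.24), ion channels (0.060), sensory cilium (0) and synaptic genes (0.64). In neurons they reversed for germline (7.87), neuroblast (47.7) and segmentation genes (45.6), weakened for cell cycle (86.6) and glial genes (86.6), and passed the lower limit for ion channels (1.72), neurotransmitter (0.17) and sensory cilium genes (0.040). Drawing random lists from genes above 0 FPKM changed only sensory cilium in NSCs (1.56). The shift follows from a pool of expressed genes, which has higher levels.

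TPM scaling changed the sign of the gut median (0.074) and the small changes of RpL39 (0.02), Sr-CI (0.0082), Unc-89 (0.18) and Ddc (0.16). Among the other named genes, 14 values crossed the 2-fold limit, 8 weaker and 6 stronger, and list medians crossed it in 8 cases weaker and 7 stronger. Depth limits low genes most: 3 fragments on a 2000 bp transcript are about 0.025 FPKM in NSCs and 0.024 FPKM in neurons, and ato, at 0.034 FPKM in neurons, rests on about 2.40 estimated fragments there.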

Other observations

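The tests on summed FPKM, the longest genes, gene span, long genes, chromosome 4, RanGap, ecdysone genes, tracheal genes and equal carry-over, and the counting test of background, were chosen only after the results they bear on had been seen. The tests of scaling by centring, of exonic length, of muscle genes and of the silent gene families were set before.

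The number of genes at least 2-fold higher here was 2735. That is higher than the value quoted from the study above. With a pseudocount of 5 the number was 1631, which is lower than the study's value, so the direction of this comparison depends on the pseudocount. The number of genes at least 2-fold lower here was 1684. That is higher than the value quoted from the study above. The measure also differs, being a fold threshold and not a test.

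More genes were higher than lower in neurons (1.62 to 1), and the excess depended on span and on low values. Among the changed genes, 828 of the higher and 144 of the lower were below 1 FPKM in 1 library, and the ratio was 1.24 without them, 1.36 with a pseudocount of 5 and 1.39 with FPKM of at least 5 in at least 1 library. A difference in summed FPKM as the cause is argued against by TPM scaling, which corrects it and gave 2.87 genes higher per gene lower. Centring on genes present in both libraries left the ratio at 1.64, but shifted the neuron library by only 0.0034 (log2). Another single difference in scaling and a true excess therefore cannot be told apart for the genes as a whole. For the longest quintile of genes a single difference in scaling is argued against: with the neuron library shifted by -0.21 (log2), a shift chosen to make higher and lower genes equally many over the genes compared, there were still 4.99 genes higher for each gene lower there, and 0.425 in the shortest quintile. A trend with span was tested by subtracting the median of 50 span bins, which left 1.20 genes higher per gene lower (2296 and 1908). Subtracting the overall median alone left 1.17, so centring itself accounts for the drop and whether span causes the whole excess cannot be told apart from this. By exonic length the excess was present in 4 of 5 quintiles, neither in all nor in 1 alone, so gene length and cell type cannot be told apart as its source. Embryo age and cell type stay open as untested biological explanations, and so does a different share of unspliced RNA in the libraries.

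Long genes may explain part of the neuronal lists. With random lists matched on span as well as expression, synaptic vesicle release genes stayed at percentile 99.86, which argues against length as the explanation for that list, and 3 of the 5 neuronal lists stayed above the limit. Neurotransmitter genes fell to percentile 91.03, as length would predict, and the ion channel list, which did not stand apart before, fell to 13.95. Matching used 5 span bins within each of 10 expression bins, so differences in length within a bin remain.

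Genes on chromosome 4, a small and largely heterochromatic chromosome, had a median log2 change of 0.91 over 75 genes, and 36 were at least 2-fold higher and 3 lower in neurons. The medians of the other arms lay between 0.066 and 0.197. Chromosome 4 genes are long (median span 10426 bp, compared with 2715 bp for the genes compared), yet random sets matched on span and expression had a median of 0.19, and the observed median was at the 100th percentile of them. Of 9585 overlapping runs of 75 neighbouring genes on the other arms, 0.355% had a median as high, and the highest reached 1.104. Neighbouring genes changing together elsewhere thus seldom gave such a value, though some runs did. The direction held under each scaling. A change particular to this chromosome between the ages or cell types is a hypothesis; a difference between the driver strains was not tested.

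Muscle, tracheal and hemocyte lists were at the 100th percentile of matched random lists. Of the muscle list, 20 of 31 genes (64.5%) were above 10 FPKM in neurons and raised at least 2-fold. Others were not: Zasp66 fell from 49.2 to 24.3 FPKM, Unc-89 stayed at 2.20 and 2.16 FPKM, and Act79B, Act88F and TpnC41C reached 2.44, 1.72 and 3.22 FPKM (these 5 were chosen after their values were seen). For trachea, 18 of 22 genes (81.8%) met the same condition, including every Osi gene listed. Those that did not were trh (20.1 to 30.9 FPKM), rib (323 to 154 FPKM), btl (16.5 to 5.72 FPKM) and dys (0.397 to 4.49 FPKM). The condition largely restates the rise of these lists, so carry-over of muscle or tracheal nuclei or RNA into the neuron preparation and other causes cannot be told apart. Equal carry-over from all other tissues cannot be told apart from them either: gut genes were at percentile 22.1 but went both ways (10 of 21 higher, 4 meeting the condition), and epidermis genes, at percentile 84.3, were raised in part (12 of 28 at least 2-fold higher, 9 of 36 meeting the condition). Of the muscle list 29 of 31 genes, and of the tracheal list 20 of 22, had at least 1 FPKM in NSCs already. None of the muscle or tracheal genes was on another list, and 1 hemocyte gene was. Older embryos hold more differentiated muscle and trachea, and driver activity outside neurons was not tested, so age, driver and carry-over stay open.

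Genes low in the NSC library tended to be higher in the neuron library: the 3049 genes above 0 and below 1 FPKM in NSCs had a median of 0.273 FPKM there and 0.576 FPKM in neurons. Selecting on a low NSC value favours a rise, but the 3056 genes chosen the same way in neurons had a median of 0.217 FPKM there and 0.1005 FPKM in NSCs, so they too were lower in NSCs. Uniform background such as genomic DNA was tested with 38 chorion, accessory gland, glue and larval serum genes, whose names were narrowed after a first look at their values. Their median was 0.0409 FPKM in NSCs and 0.314 FPKM in neurons, above the 0.1 FPKM set in advance as a sign of background (0.316 FPKM over the looser set of 41 genes). By that test background remained possible. A background equal to the median rise of the low genes, 0.292 FPKM, would however leave 0.0099% of genes with at least 1000 bp of exons below 0.1 FPKM, and 8.81% (908 of 10301) were below it in the neuron library. A uniform background of this size is argued against by that value, while uneven background and low transcription at the later age remain open.

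RanGap rose 4.50-fold, from 409 to 1840 FPKM. A rise of the Ran transport cycle as a whole is argued against, since 14 other genes of that cycle had a median log2 change of -1.35, with 12 lower, under each scaling from -1.35 to -1.09. Transcripts of the tag, which carries RanGap, are a candidate explanation, with driver strength differing between the lines; reads along the gene are not analysed here, so this was not tested.

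Hr4 and Kr-h1, both tied to the steroid hormone ecdysone, were among the 10 largest rises. A list of other ecdysone-related genes, written after these were seen but before its own values were, had a median log2 change of 1.36 over 22 genes, at the 100th percentile of matched random lists and at percentile 99.75 with span matched. Of these, 12 were at least 2-fold higher and 1 lower. The others stayed within 2-fold, among them EcR (0.15), usp (0.17), Eip74EF (-0.06) and ftz-f1 (-0.71). The largest rise was that of br, from 1.65 to 68.7 FPKM. This is consistent with an ecdysone response in the older embryos, but age and cell type differ together, so it is not shown to belong to neurons. In contrast, the 9 replication histone genes in the table fell, with a median log2 change of -3.74 and none above -3.69 as deposited (-3.43 under TPM scaling); near-identical copies make single histone values uncertain.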
